A study of Mus musculus with 13 samples. Its data were reported in "Active repression of cell fate plasticity by PROX1 safeguards hepatocyte identity and prevents liver tumorigenesis" (2025).

How the data were processed

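Mouse embryonic fibroblasts were profiled by droplet-based single-cell RNA sequencing during reprogramming to induced hepatocytes. Per the labels, cells carried a doxycycline-controlled lentivirus, called 4in1, that delivers 4 liver-inducing factors, together with a second lentivirus for either GFP or Prox1. The sources used here do not list the 4 factors, so Foxa3, Gata4, Hnf1a and Hnf4a are treated below as hepatic factors and not as measured transgenes. Cells were collected at days 2, 7 and 14, fixed in methanol, tagged with hashtag oligonucleotides and loaded on a droplet system, and libraries were counted at the 3′ end.

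The authors aligned reads and counted UMIs with Cell Ranger 4.0.0 against the mouse build mm10 and analysed the counts with Seurat 4.0. The deposited matrices hold UMI counts per gene and cell barcode, as whole numbers with no normalization. 13 samples were listed, of which 5 are hashtag libraries that belong to no group and stayed unassigned. 7 droplet wells were read. 6 of these wells held 1 treatment and 1 day each (GFP or Prox1 at days 2, 7 and 14), and the other well was labelled as unreprogrammed and Myod1 cells together. Hashtag counts were not used here, so cells were not assigned to cultures, the pooled well was not divided, and the group comparisons of unreprogrammed, Myod1 and GFP day 2 cells were not made. Each treatment and day was therefore 1 library, and treatment, day and well cannot be separated from one another.

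The study's filters on barcodes were applied: at least 1000 genes, at least 2000 UMIs and at most 20% mitochondrial UMIs. Of 43876 barcodes, 35973 passed. Scrublet in scanpy 1.11.5 with a threshold of 0.35 then removed 88 cells, or 0.245%, which is far below the doublet rate of a droplet well at this loading, so most doublets are assumed to remain. The study's removal of cells by hashtag and its regulon-based removal of untransduced cells were not done. This left 35885 cells, 32802 of them in the GFP and Prox1 wells.

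For clustering, counts were scaled to 10000 UMIs per cell and log-transformed, 2000 variable genes were taken without mitochondrial genes, scores for S and G2M phase were regressed out, and 40 principal components were computed with scikit-learn 1.9.0. A graph of shared nearest neighbours over 20 neighbours was divided by the Louvain method in igraph 0.11.9 at resolution 0.35. Clusters were named from marker genes of 14 cell types fixed before the data were examined. The naming rule itself was written after the clusters had been seen and was revised 1 time. A cluster needed at least 3 markers of a type at 2-fold enrichment over the other cells and at least 10 CPM, or, for fibroblasts, at least 8 markers detected at 50 CPM or more. In both cases no other type could have more markers among the 10 most enriched genes of the cluster. Clusters that met no rule are called unnamed. Clusters of the names hepatocyte-like, fibroblast-like and smooth muscle-like describe expression only.

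For comparisons, UMIs of all kept cells of a library were summed and scaled to the library total as CPM, the customary unit of counts relative to sequencing depth. With 1 library per group, no p-value, standard deviation or count of changed genes was computed. Each CPM has an exact Poisson interval, each log2 ratio an exact conditional binomial interval and each share of cells an exact Clopper-Pearson interval, all at 95%. Those of CPM and log2 ratios take each UMI as independent, although UMIs come in cells. They leave out the spread between cells and can be too narrow, most of all where few cells give the UMIs. All these intervals cover counting error within 1 library only, and say nothing of the spread between cultures. Where a group had 0 UMIs, the ratio was computed against 3 counts in that library. Such a ratio is an approximate lower bound, as the lower end of its exact interval lies somewhat below it. No ratio was given where both groups had 3 counts or fewer.

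The genes named were set by a rule fixed before the data were examined. It took 19 genes of the study's question, then the 8 genes with the highest and the 8 with the lowest log2 ratio among genes of at least 50 CPM in the higher group and at least a 2-fold difference, and up to 4 members of each gene list. There were 22 own lists: hepatocyte secreted proteins, hepatocyte metabolism, hepatic transcription factors, fetal liver and progenitor, cholangiocyte, epithelial junction, fibroblast matrix, mesenchymal transcription factors, smooth muscle and contractile, skeletal muscle, neuronal, adipocyte, endothelial, macrophage and immune, chondrocyte and osteoblast, intestinal and gastric, cell cycle S, cell cycle G2M, MYC and growth, p53 and apoptosis, interferon response, and dissociation and stress. 8 marker lists of PanglaoDB (hepatocytes, fibroblasts, cholangiocytes, adipocytes, myocytes, neurons, endothelial cells and smooth muscle cells) were added. A member was measured when it reached 10 CPM in either group, and a list needed 3 measured members. The median log2 ratio of a list was placed among the medians of 10000 random lists of as many genes, drawn from 20 bins of mean level. This percentile ranks a list within 1 pair of libraries and is not a test between cultures.

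Shares of cells with a UMI of a marker were taken after thinning every cell to 2000 UMIs. Comparisons within a class of cells needed at least 30 cells in both libraries. Gene positions are from the GENCODE M21 annotation of GRCm38, the assembly of mm10, in which 30934 of 31053 gene identifiers of the matrices were found. The methods were tested on simulated data in which 200 genes were changed in each of 3 comparisons. The intervals covered the planted ratio in 91.5%, 96.5% and 96.5% of changed genes and in at least 95.2% of unchanged genes, and a planted list reached percentile 100. The simulated counts were drawn from Poisson distributions, with no spread between cells or cultures. This checks the computation and not the coverage in real libraries.

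Alternatives fixed beforehand were median-of-ratios size factors, other expression minimums (10 and 200 CPM for named genes, 5 and 50 CPM for list members), no doublet removal, at most 10% mitochondrial UMIs, at least 5000 UMIs, equal weight for each cell, totals without mitochondrial and ribosomal protein genes, resolutions 0.2 and 0.8, no cell cycle regression, 3000 variable genes, 20 components, a rule of at least 3 of 5 hepatocyte genes in place of clustering, lists without hepatocyte-like cells, and thinning to 5000 UMIs or none. The clustering without hepatocyte genes and delivered factors, the removal of the 5% of cells with the highest doublet scores, and the hepatocyte-like cluster of resolution 0.8 that holds GFP cells were chosen after seeing the data. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.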

Results

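Single-cell transcriptomes were recorded from mouse embryonic fibroblasts driven toward a hepatocyte fate by the 4in1 vector, with GFP or with Prox1, a homeodomain transcription factor of the liver and lymphatic lineages. GFP and Prox1 cells were each sampled at days 2, 7 and 14, with 1 library per treatment and day. A further well held, by its labels only, unreprogrammed fibroblasts and cells with Myod1, the muscle master regulator, and served as background. The labels conflict on the day of the Myod1 cells, day 2 or day 7, so no day was assigned to them. After filtering, the libraries held 1719, 7574 and 2037 GFP cells and 4480, 7214 and 9778 Prox1 cells at days 2, 7 and 14, and 3083 cells in the pooled well. Total UMIs were 44358789, 120474551 and 47677618 for GFP, 105679665, 107495143 and 102201004 for Prox1, and 43071729 for the pooled well. Median UMIs per cell were 21356, 13075 and 18465 for GFP, 20361.5, 12270 and 8931.5 for Prox1, and 11262 for the pooled well. None of the differences below has a replicate check, and treatment and well cannot be told apart in any of them.

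The cells formed 8 clusters, and most of these were dominated by 1 library. At day 2, a smooth muscle-like cluster marked by the contractile genes Acta1 and Cnn1 held 88.7% of GFP cells and 34.5% of Prox1 cells, against 89.7% of the pooled well. In this cluster 11 of the 16 fibroblast markers were detected at 50 CPM or more, against 4 smooth muscle markers. Col1a1 stood at 2204 CPM in its pooled-well cells. The name rests on enrichment over the other cells and does not set these cells apart from fibroblasts. An unnamed cluster marked by the hormone gene Sct, the synaptic genes Syt1 and Syt5, and Prox1 itself held 62.6% of Prox1 day 2 cells and 0.349% of GFP day 2 cells. At day 7, 87.8% of GFP cells lay in a fibroblast-like cluster marked by the interferon-induced genes Cxcl10, Ccl5 and Ifit2, which took 4.52% of Prox1 cells. A different fibroblast-like cluster, marked by Ppbp, Aqp5 and Grem1, held 73.8% of Prox1 day 7 cells and 2.87% of GFP cells. At day 14, another fibroblast-like cluster, marked by Ccl11, Prelp and Apod, held 76.6% of GFP cells and 0.982% of Prox1 cells. An unnamed cluster with all 16 fibroblast markers detected held 72.8% of Prox1 day 14 cells, 8.17% of Prox1 day 7 cells and 3.93% of GFP day 14 cells. It was left without a name because the cartilage gene Comp was among its 10 most enriched genes.

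**Figure D1:**
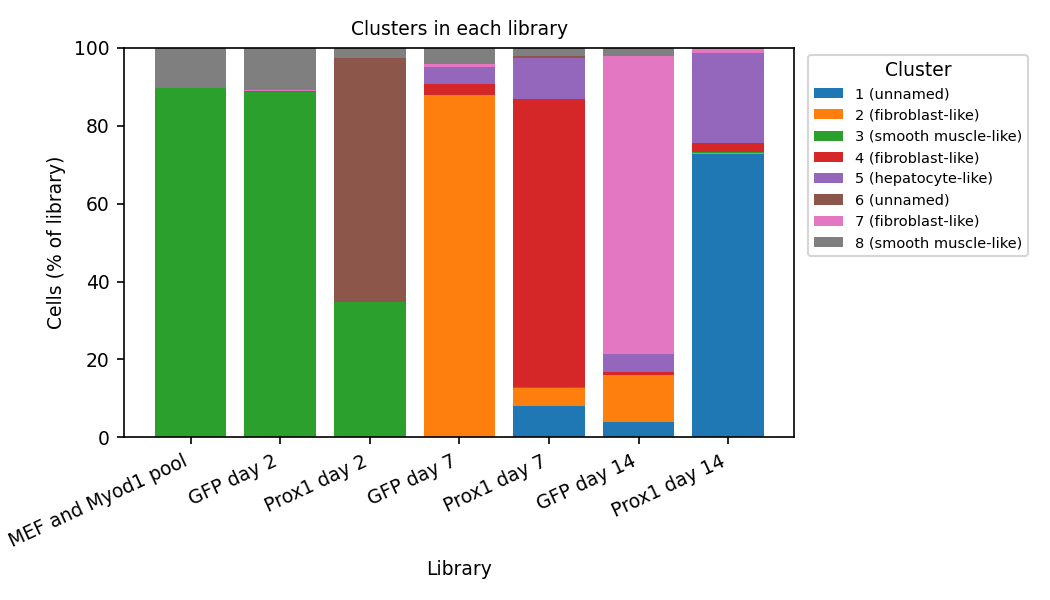
Share of cells in each of the 8 clusters, in percent of the kept cells of a library, stacked in 1 bar per library with 1 colour per cluster. The bars show that GFP and Prox1 cells of one day lay largely in different clusters, such as 87.8% of GFP day 7 cells in cluster 2 and 73.8% of Prox1 day 7 cells in cluster 4.

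Prox1 (ENSMUSG00000010175, GRCm38 chromosome 1, 190118035 to 190170714, minus strand) was higher in the Prox1 library at each day. Its level was 95.3 against 1.42 CPM at day 2 (log2 ratio 6.07, interval 5.71 to 6.45), 12.0 against 0.664 CPM at day 7 (4.17) and 22.4 against 0.524 CPM at day 14 (5.42). The pooled well stood at 0.557 CPM. Hepatic factors differed in their own ways: log2 ratios of Foxa3 were 5.64, 3.01 and 3.88 at days 2, 7 and 14, and those of Hnf4a, a master regulator of hepatocytes, were −0.84, 5.21 and 4.80. Gata4 gave 1.15, 0.32 and 1.27, and Hnf1a −0.15, 0.94 and 2.10, all at levels under 1 CPM. The Hnf4a value at day 2 rests on 4 and 3 UMIs. Myod1 had at most 3 UMIs in each library and gave no ratio. Scaling by median-of-ratios in place of the library total lowered every log2 ratio by 0.21, 0.11 and 0.17 at days 2, 7 and 14, so small ratios are read against that shift.

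The first comparison asked what Prox1 changed 2 days after induction, when almost no hepatocyte-like cells were present. Foxa3 had 2 UMIs in the library labelled GFP day 2, as in the pooled well, against 238 in the Prox1 library. Alb had 14 UMIs in that GFP library, from 2 cells, and Hnf1a 7, against 0 of each in the pooled well, while Ttr had 0 in both. These few counts do not settle whether the GFP cells of this day carried 4in1, and the day 2 ratios also hold any difference in it. Rankings here and below hold among genes of at least 50 CPM in the higher group. Gm and Rik gene models, Xist and Y-linked genes were left out. Beside Prox1 itself, the highest ratios in that set were found for Sct, which encodes secretin (227 against 0.248 CPM, log2 ratio 9.84), the protocadherin genes Pcdh10 (92.5 against 1.62 CPM, 5.83) and Pcdh17 (5.03), Bex2 (5.14), Id2, an inhibitor of basic helix-loop-helix factors (160 against 13.2 CPM, 3.60), the neuronal RNA-binding gene Elavl2 (3.46) and Nol3 (3.11). The lowest ratios in that set were found for Wisp1 (45.1 against 186 CPM, −2.05), Serpine1 (322 against 1237 CPM, −1.94), F3 (−1.87), Thbs1 (1111 against 3736 CPM, −1.75), Il1rl1 (−1.71), Ctgf (216 against 705 CPM, −1.71), Tpbg (−1.65) and Cspg4 (−1.64). Among the fixed genes, Col1a1, a main fibroblast collagen, stood at 870 against 1772 CPM (−1.03), the mesenchymal factor Prrx1 at −1.01, Ebf2 at −1.57, Hand2 at 0.80 and the muscle filament gene Des at −0.27.

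By list, 6 of 23 measured fibroblast matrix genes were at least 2-fold lower and 0 were 2-fold higher in Prox1 cells at day 2 (median −0.86, percentile 0), with Col6a3 at 53.7 against 152 CPM (−1.50) and Loxl1 at −1.26. Smooth muscle and contractile genes had 2 of 12 members at least 2-fold lower (median −0.89, percentile 0), with Tpm1 at −1.05. The cholangiocyte list, markers of bile duct cells, had 2 of 7 lower (median −0.81), with Cldn4 at −1.95 and Krt19 at −1.13. Endothelial genes had 3 of 6 lower and 1 higher (median −0.84), with Flt1 at −1.78 and Egfl7 at 1.70. The 4 measured skeletal muscle genes went both ways (median −0.77), with Tnnc1 at 1.84 and Acta1 at −1.08. Fetal liver and progenitor genes gave −0.58, with Dlk1 at 2.73 and Igf2 at −1.30, and the 3 chondrocyte and osteoblast genes gave −0.44. G2M genes had a median of 0.32 at percentile 99.8 with 0 of 47 members 2-fold higher, and S genes a median of 0.25. MYC and growth genes stood at −0.20, with Myc at −0.91. Medians were 0.24 for interferon response with 3 measured members, −0.13 and 0.05 for hepatocyte secreted proteins and metabolism with 3 members each, −0.22 for epithelial junction and −0.08 for mesenchymal transcription factors. They were −0.16 for adipocyte and 0.01 for each of the neuronal, p53 and apoptosis, and dissociation and stress lists. Single members of flat lists stood out: the synaptic gene Syt1 was at 7.09, and the p53 targets Gdf15 and Fas were at 3.07 and 1.57. The PanglaoDB lists of fibroblasts (−0.55), endothelial cells (−0.56), cholangiocytes (−0.63), smooth muscle cells (−0.36), myocytes (−0.35), adipocytes (−0.34) and hepatocytes (−0.15) had negative medians, and neurons stood at 0.19.

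The second comparison set the whole libraries against each other at day 7, when hepatocyte-like cells had appeared. Its ratios are from sums over all kept cells, so they mix the number of hepatocyte-like cells with the levels in them and in the other cells. Among genes of at least 50 CPM in the higher group, genes of secreted liver proteins led the higher side: Apom (75.4 against 0.390 CPM, log2 ratio 7.59, interval 7.18 to 8.04), the transferrin gene Trf (52.0 against 2.06 CPM, 4.66), Ttr (195 against 8.58 CPM, 4.51), the fetal albumin Afp (776 against 34.6 CPM, 4.49) and Alb (167 against 11.9 CPM, 3.81). Bex1 (3.12), the simple epithelial keratin Krt18 (216 against 26.2 CPM, 3.04) and the acute-phase gene Serpina3n (2.89) followed. The lower side was made up largely of interferon-induced genes. Cxcl10 stood at 44.0 against 588 CPM (−3.74), Ccl5 at 40.9 against 452 CPM (−3.47), Sp100 at −3.47, Ifit2 at −3.46, Ifi203 at −2.95 and Mndal at −2.82, beside Ctla2a (−2.65) and Apod (−2.63).

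Of the 11 measured hepatocyte secreted protein genes at day 7, 9 were at least 2-fold higher and 0 lower (median 2.81, percentile 100), with Serpinf2 at 6.12 and Itih4 at 5.85. Epithelial junction genes had 4 of 7 higher (median 1.18), with Krt8 at 3.35 and Cdh1, which encodes E-cadherin, at 3.14. The cholangiocyte list gave 0.58 with 1 of 5 higher, Krt19 at 1.18. Fetal liver and progenitor genes gave 0.47 and hepatocyte metabolism 0.38. Once hepatocyte-like cells were left out, the medians were −0.07 for fetal liver, 0.34 for epithelial junction (percentile 96.7) and 0.26 for cholangiocyte (percentile 94.6), the last 2 within the central 95% of random lists. That of hepatocyte secreted proteins was then 1.91 (percentile 100), so its rise was not limited to the hepatocyte-like cluster. Free RNA and expression in the other cells were not told apart. In the interferon response list 12 of 15 genes were at least 2-fold lower and 0 higher (median −1.28, percentile 0), with Mx1 at −2.59 and Ifit3 at 407 against 2063 CPM (−2.34). Smooth muscle and contractile genes gave −0.44, with Des at −1.36. Medians of the remaining lists were 0.78 for the 3 skeletal muscle genes, 0.49 for neuronal, 0.27 for adipocyte, 0.19 for G2M, 0.18 for S, 0.16 for mesenchymal transcription factors, 0.09 for p53 and apoptosis, 0.07 for dissociation and stress, 0.02 for fibroblast matrix, −0.01 for MYC and growth and −0.11 for endothelial. Col1a1 gave 0.06 and changed sign with median-of-ratios scaling, and Prrx1 gave −0.04. PanglaoDB medians were 0.30 for hepatocytes, 0.71 for cholangiocytes, 0.16 for neurons, 0.12 for myocytes, 0.09 for smooth muscle cells, 0.06 for endothelial cells, 0.05 for adipocytes and 0.02 for fibroblasts.

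The third comparison did the same for the whole libraries at day 14, the end of the time course. Fabp1, a liver and gut fatty acid carrier, stood at 225 CPM in Prox1 cells with 0 UMIs in GFP cells. Its log2 ratio of 11.81 is an approximate lower bound. High ratios were also found for Gcg, the glucagon gene (101 against 0.0420 CPM, log2 ratio 11.23), and for Itih4 (62.2 against 0.0629 CPM, 9.95). Both rest on 2 and 3 GFP UMIs, with intervals of 9.38 to 14.27 and 8.40 to 12.23. Apom (554 against 1.53 CPM, 8.50), Cfi (149 against 0.587 CPM, 7.99), Serpinf2 (7.54), Fxyd2 (6.94) and Spp2 (6.92) came next among genes of at least 50 CPM in the higher group. Alb (GRCm38 chromosome 5, 90460897 to 90476602) stood at 1175 against 13.1 CPM (6.49) and Ttr (chromosome 18, 20665280 to 20674321) at 734 against 12.8 CPM (5.84). On the lower side, Cxcl9 stood at 1.38 against 68.8 CPM (−5.64), Cxcl10 (chromosome 5, 92346638 to 92348889) at 15.3 against 221 CPM (−3.85) and Ifit3 at 105 against 1501 CPM (−3.84). Ms4a4d (−4.21), Sp100 (−4.13), Oas3 (−3.73), Ifit3b (−3.69) and Ifi203 (−3.66) were lower as well.

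All 15 measured hepatocyte secreted protein genes were at least 2-fold higher at day 14 (median 4.67, percentile 100). Of 4 hepatic transcription factors 2 were higher (median 1.72), Hnf4a at 21.6 against 0.776 CPM (4.80) and Hhex at 3.38, and hepatocyte metabolism had 2 of 5 higher (median 0.68), with Aldob at 5.23. Biliary, junction and gut genes were higher too. The cholangiocyte list had 5 of 8 higher and 1 lower (median 1.66), with Epcam at 61.5 against 1.61 CPM (5.25) and Prom1 at 3.74. Epithelial junction had 9 of 13 higher and 1 lower (median 2.52), with Cdh1 at 3.69, and all 3 intestinal and gastric genes were higher (median 2.63), with Cdh17 at 2.89. With hepatocyte-like cells left out, the cholangiocyte median was 0.27 (percentile 81.4) and that of epithelial junction 0.16 (percentile 52.7), both among random lists. The median of hepatocyte secreted proteins was still 3.16 without those cells (percentile 100), with free RNA and expression again not told apart. Proliferation genes followed: 40 of 50 G2M genes (median 2.09) and 23 of 32 S genes (median 1.44) were at least 2-fold higher, with Ube2c at 133 against 14.6 CPM (3.18), Ccnb2 at 3.26 and Ccne2 at 2.97. In the interferon response list all 15 genes were at least 2-fold lower (median −2.19, percentile 0), with Rsad2 at −3.60. At this day the Prox1 library held more cells than the GFP library, at a lower depth per cell.

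Matrix and contractile lists had negative medians in the whole library at day 14. Fibroblast matrix had 2 of 25 genes at least 2-fold lower (median −0.30, percentile 0.265), with Col1a2 at 718 against 1886 CPM (−1.39), and mesenchymal transcription factors gave −0.13, with Hand2 at −1.17 and Ebf2 at −1.06. With hepatocyte-like cells left out these medians turned to 0.01 and 0.17, while within fibroblast-like cells they were −0.29 and −0.18, so their direction depends on the cells counted. Smooth muscle and contractile genes gave −0.65, with 3 of 11 lower, Des at −1.19 and Mylk at −1.25, but −0.34 with hepatocyte-like cells left out and 0.51 within fibroblast-like cells. At this day the fibroblast-like class holds only 350 Prox1 cells and leaves out the 7120 of the unnamed cluster with all 16 fibroblast markers. The endothelial list gave −0.63 with 4 members. Dissociation and stress genes gave 0.31, with Fosb at 2.66 and Fos at 1.91. Medians were 0.54 for the 3 chondrocyte and osteoblast genes, 0.37 for MYC and growth, 0.06 for fetal liver and progenitor and for adipocyte, −0.03 for p53 and apoptosis and −0.13 for neuronal genes. Within the fetal liver list Afp was at 3691 against 66.2 CPM (5.80) and Dlk1 at −0.88. The macrophage and immune list never had 3 measured members. PanglaoDB medians were 0.41 for hepatocytes, 1.68 for cholangiocytes, 0.00 for neurons, −0.06 for myocytes, −0.27 for smooth muscle cells, −0.31 for fibroblasts and for endothelial cells, and −0.34 for adipocytes. Further fixed genes gave, at days 2, 7 and 14, −0.44, 0.49 and −0.31 for Sox9, −0.49, 0.05 and 0.30 for Pparg and −0.71, −0.19 and 0.19 for Tjp1.

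**Figure D2:**
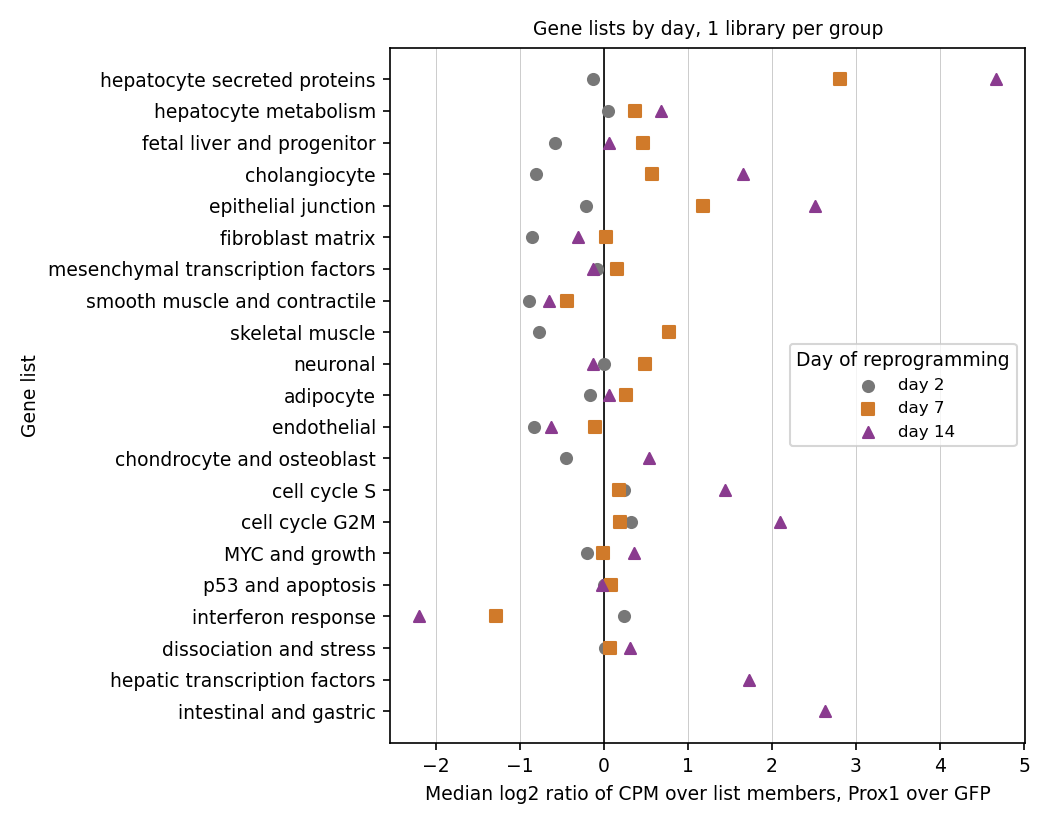
Median log2 ratio of Prox1 over GFP (horizontal axis) for each own gene list with at least 3 measured members, with 1 point per list at days 2, 7 and 14. Hepatocyte secreted proteins sit at 2.81 and 4.67 at days 7 and 14, and interferon response at −1.28 and −2.19.

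The share of hepatocyte-like cells addressed the yield of reprogramming. This cluster was marked by Serpina1a, Alb, Ttr, Afp and Fgb, although Serpina1a shares sequence with its paralogs Serpina1b and Serpina1c and reads can be shared between them. At day 2 it held 0 of 1719 GFP cells, which allows a share of up to 0.214%, and 1 of 4480 Prox1 cells. At day 7 it held 324 of 7574 GFP cells (4.28%, interval 3.83 to 4.76) and 773 of 7214 Prox1 cells (10.7%, 10.0 to 11.5). At day 14 it held 91 of 2037 GFP cells (4.47%, 3.61 to 5.46) and 2269 of 9778 Prox1 cells (23.2%, 22.4 to 24.1). The ratio of Prox1 to GFP was 2.51 (2.10 to 2.99) at day 7 and 5.19 (4.10 to 6.66) at day 14, with bounds set by the outer ends of both intervals. The pooled well had 0 of 3083 such cells. Requiring a UMI of at least 3 of 5 hepatocyte genes at 2000 UMIs per cell gave ratios of 10.96 and 118, the latter from 2 GFP cells and 1137 Prox1 cells (31.1 to 1033). Doublets stay open in these shares, as hepatocyte-like GFP cells at day 14 had a median of 23517 UMIs against 18465 in their library.

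**Figure D3:**
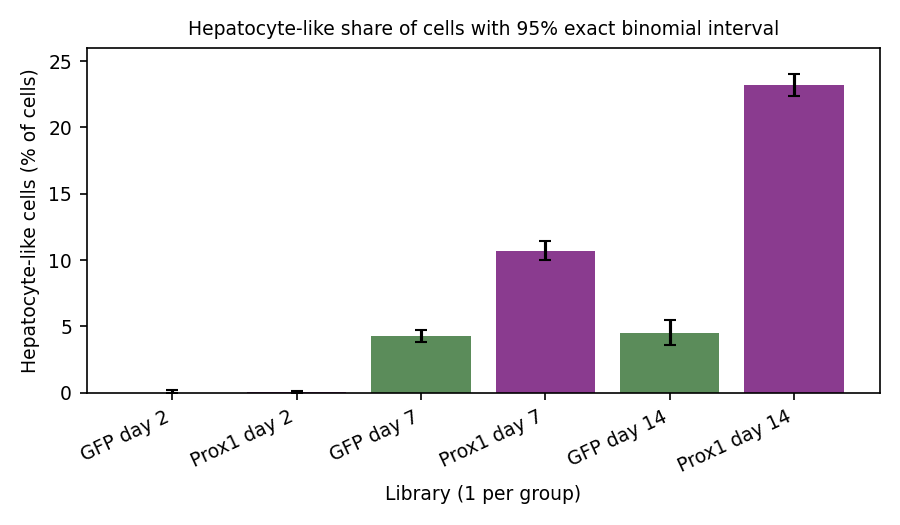
Share of hepatocyte-like cells in each library, in percent of kept cells, with exact 95% intervals that cover counting error in 1 library. Prox1 stands at 10.7% and 23.2% at days 7 and 14, and GFP at 4.28% and 4.47%.

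At an equal depth of 2000 UMIs per cell, Alb was detected in 0.990% of GFP and 8.47% of Prox1 cells at day 7 and in 0.786% and 35.0% at day 14. In the pooled well it was detected in 0 of 3083 cells. In the Prox1 day 14 library Alb was also detected in 23.7% of the cells outside the hepatocyte-like cluster. There the ratio of Alb to Ttr UMIs was 1.57 in the unnamed cluster and 1.74 in fibroblast-like cells, close to 1.60 in hepatocyte-like cells. At Prox1 day 7 the unnamed cluster stood at 1.22, from 129 and 106 UMIs, and fibroblast-like cells at 0.803, from 1350 and 1681, against 0.862 in hepatocyte-like cells. Free RNA and low expression are not told apart by these ratios. Krt19 was detected in 7.22% of GFP and 11.5% of Prox1 cells at day 7 and in 3.39% and 14.95% at day 14. Among markers of other fates, Des was detected in 1.28% and 0.638% at day 7 and in 1.96% and 1.36% at day 14, the neuronal tubulin Tubb3 in 0.687% and 0.721%, then 0.786% and 0.542%, and the adipocyte gene Fabp4 in 20.6% and 21.3%, then 6.92% and 9.18%. Col1a1 was detected in 86.3% and 77.6% at day 7 and in 86.0% and 66.4% at day 14.

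Within hepatocyte-like cells the comparison asked whether Prox1 changed their quality as well as their number. Alb stood at 1516 against 272 CPM at day 7 (log2 ratio 2.48, interval 2.39 to 2.56) and at 4001 against 212 CPM at day 14 (4.24, interval 4.12 to 4.36). Hepatocyte secreted protein genes were at least 2-fold higher in 12 of 15 and 17 of 19 members (medians 2.08 and 3.68), and hepatic transcription factors had medians of 2.90 and 3.18. Apom stood at 673 against 3.63 CPM at day 7 (7.54) and at 1860 against 21.2 CPM at day 14 (6.45). Other genes named by the rule were Lcn2 (6.55 and 6.96), Fxyd2 (5.61 and 6.49), Serpinf2 at day 7 (5.30) and the gut gene Reg4 at day 14. Reg4 stood at 73.1 CPM against 0 UMIs, with 6.06 as an approximate lower bound. G2M genes were at least 2-fold higher in 33 of 48 and 40 of 51 members (medians 1.55 and 1.78), and S genes had medians of 0.97 and 1.40. The cholangiocyte list was higher as well (medians 1.02 and 0.54), as was that of PanglaoDB cholangiocytes (1.23 and 1.65). Interferon response genes were at least 2-fold lower in 14 of 15 and in all 15 members (medians −2.02 and −3.36), with Rsad2 at −5.27 and Ifit3 at −5.01 at day 14. Fibroblast matrix genes gave −0.77 and 0.07, and Hand2 gave −1.54 and −2.28. The GFP side of these values rests on 324 and 91 cells. At resolution 0.8 the class parted in 2, and a part marked by Gcg, Fabp1 and Serpinf2 held 183 and 985 Prox1 cells but 0 GFP cells, so the ratios above compare different mixtures. In the other part, chosen for this check after seeing the data, Alb gave 2.05 and 3.87, Apom 6.13 and 5.76, Lcn2 4.48 and 5.71, Fxyd2 5.00 and 6.08 and Serpinf2 3.85 at day 7. List medians there were 1.68 and 3.51 for hepatocyte secreted proteins, 1.78 and 2.34 for hepatic transcription factors, 0.68 and 1.63 for G2M, 0.66 and 1.202 for S, −1.85 and −3.26 for interferon response and −0.30 and −0.39 for fibroblast matrix. Those of the cholangiocyte list were 1.28 and 0.71.

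Within fibroblast-like cells, Prox1 and GFP cells came mostly from different clusters, and hepatocyte genes there are not read as their expression. Interferon response genes were at least 2-fold lower in 12 of 15 members at day 7 (median −1.19) and in 11 of 15 at day 14 (median −1.14). At day 7 Cxcl10 stood at 43.4 against 597 CPM (−3.78), Enpp2 at 59.5 against 10.3 CPM (2.53), Rgs5 at 2.18, Npnt at 2.15 and the activin subunit gene Inhbb at 2.13. At day 14 the class leaves out the 7120 Prox1 cells (72.8%) of the unnamed cluster and holds 350 Prox1 cells against 1825 GFP cells. Of these, 232 Prox1 and 17 GFP cells lay in the cluster marked by Ppbp, so the values reflect that composition. The chemokine gene Ppbp stood at 79.6 against 0.698 CPM (6.83) and Ccl2 at 80.5 against 340 CPM (−2.08). Fibroblast matrix genes gave 0.18 and −0.29, contractile genes −0.29 and 0.51 and G2M genes −0.07 and 1.16. Prox1 itself was at 4.61 and 3.07 CPM in these Prox1 cells.

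Changes along the time course were compared from day 2 to day 14 in each treatment. In GFP cells all 15 measured interferon response genes were at least 2-fold higher at day 14 (median 8.29), with Iigp1 at 504 against 0.135 CPM (11.86) and Apod, a lipocalin, at 2020 against 0.496 CPM (11.99). Ifi27l2a had 0 UMIs at day 2, with 12.23 as an approximate lower bound of its log2 ratio. H2-Q6 (12.88), H2-Q7 (11.73), Spink1 (12.04) and Zbp1 (10.71) had 1 to 3 UMIs at day 2, with lower interval bounds of 10.40, 10.18, 10.19 and 8.86. Contractile genes were lower, with 11 of 14 smooth muscle genes at least 2-fold lower (median −1.91), Acta1 at −7.84, Cnn1 at −5.27, Acta2 at 206 against 2573 CPM (−3.64) and Tagln at −3.20. G2M genes were lower in 29 of 43 members (median −1.70), S genes gave −0.78 and MYC and growth −0.88. Hepatocyte secreted proteins were higher in 7 of 8 members (median 5.18), fibroblast matrix gave 0.77 and mesenchymal transcription factors 1.23.

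In Prox1 cells the highest ratios of day 14 over day 2, among genes of at least 50 CPM in the higher group, were of liver genes: Serpina1a (13.70), Afp (3691 against 0.435 CPM, 13.05), Spink1 (12.56), Alb (11.92), Fgb (11.71) and Ttr (11.11). The lowest were Cnn1 (−5.96), Acta2 (97.8 against 1698 CPM, −4.12), Fabp3 (−4.06) and the day 2 gene Sct (24.7 against 227 CPM, −3.20). Hepatocyte secreted proteins were higher in 15 of 16 members (median 6.76), the 3 intestinal and gastric genes gave 8.08, interferon response 5.39 with all 14 members higher, fibroblast matrix 1.05 and smooth muscle −1.70. G2M genes, lower over time in GFP cells, gave 0.13 here. Median-of-ratios scaling lowered these log2 ratios by 0.29 in GFP and 0.26 in Prox1 cells.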

Values the study reported

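The study reported 22,761 cells in its single-cell map after its own filters. It described a more than 7-fold increase in reprogrammed hepatocytes when Prox1 was overexpressed.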

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

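The tests below of free RNA, of cells without the transgene, of depth within the day 2 library and of the hepatocyte-like share behind the interferon genes were chosen only after the result was seen. The tests of depth behind the hepatocyte-like share and of a difference between wells were set beforehand.

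The log2 ratio of Prox1 over GFP had opposite signs at different days for several results, and none of these differences between days was tested. For the biliary keratin Krt19 it was −1.13, 1.18 and 2.27 at days 2, 7 and 14. For Cxcl10, a chemokine induced by interferon, it was 1.13, −3.74 and −3.85. Its day 2 value rests on low counts: in the smooth muscle-like cluster, 22 UMIs in GFP (0.51 CPM) and 83 in Prox1 cells (2.09 CPM). In the unnamed cluster marked by Sct and Prox1, the Prox1 day 2 cells had 13 (0.20 CPM). The median of the cholangiocyte list was −0.81, 0.58 and 1.66, and that of the PanglaoDB cholangiocytes −0.63, 0.71 and 1.68. With hepatocyte-like cells left out these were 0.26 and 0.27 at days 7 and 14 for the former, within random lists, and 0.40 and 0.85 for the latter, at percentiles 99.71 and 99.99 of random lists, so the rise was smaller without those cells. Within hepatocyte-like cells alone the cholangiocyte list gave 1.02 and 0.54. The skeletal muscle list gave −0.77 at day 2 and 0.78 at day 7, with 4 and 3 measured genes.

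The hepatocyte-like share was higher in the Prox1 library than in the GFP library at day 14. Depth per cell was lower in Prox1 cells. When every cell was thinned to 2000 UMIs, the ratio of cells with at least 3 of 5 hepatocyte genes was 118. Unequal depth therefore did not make that ratio. The rule follows level per cell, as 2 of 91 hepatocyte-like GFP cells met it against 1061 of 2269 Prox1 cells. It leaves untested whether depth affects the share in the cluster. Free RNA was examined with Alb and the other listed hepatocyte genes kept out of the clustering. Alb CPM in the hepatocyte-like cluster was then at least 35.7 times that of the other cells of the same library. The ratio of shares was 5.19. However, the cluster was still named from markers that include Alb, and it held 3453 cells against 3458 before. Alb was thus concentrated in these cells, but the value is no independent test of free RNA. A treatment effect remains a candidate explanation, but a difference between the wells, free RNA and doublets stay open with 1 library per group.

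Prox1 day 2 cells were divided between the unnamed cluster marked by Sct (62.6%) and the smooth muscle-like cluster of the control cells (34.5%). Depth is argued against, as median UMIs of the clusters differed by 1.12 times. Cells that carry no Prox1 transgene may account for the division: with Prox1 kept out of the clustering, the share of cells with a Prox1 UMI at 2000 UMIs was 0.104 times as high in the smooth muscle-like cluster as in the unnamed one (2.32% and 22.3%). In the main clustering Prox1 was 13.6 CPM in the former, still above 1.47 CPM in the same cluster of the GFP library. Low expression, or free RNA of Prox1 from the other cells, stays open for that remainder. Foxa3 divided these cells as well, with 233 UMIs (3.59 CPM) in the unnamed cluster and 5 (0.126 CPM) in the smooth muscle-like one. A lack of Prox1 alone was therefore not told apart from a lack of 4in1 or of induction.

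Interferon response genes were lower in Prox1 than in GFP libraries at days 7 and 14. A larger hepatocyte-like share as the whole cause is argued against, because the list median at day 14 was −1.89 with hepatocyte-like cells left out. Within hepatocyte-like cells alone the median was −2.02 or lower at both days, so the difference reached more than 1 cell class. An effect of Prox1 cannot be told apart from a difference between cultures or droplet wells, such as the amount of virus or of interferon in the dish. Each treatment and day was 1 droplet well. The hashtag list names more than 1 code for each, but the cultures within a well were not separated here. In the Prox1 day 7 library most fibroblast-like cells had Prox1 at 4.50 CPM and Cxcl10 at 15.1 CPM, while the few in the interferon-marked cluster had 6.58 and 519 CPM.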

How the results depend on the processing

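The clustering without hepatocyte genes, the removal of the 5% highest doublet scores and the hepatocyte-like cluster of resolution 0.8 that holds GFP cells were chosen after seeing the data; the other alternatives were fixed beforehand. The ratio of hepatocyte-like shares stayed between 2.30 and 2.59 at day 7 and between 4.84 and 5.20 at day 14 under the other alternatives, but was 10.96 and 118 with the rule of at least 3 of 5 genes, by whose construction weakly expressing cells drop out. Of 16 named genes, 3, 5 and 7 at days 2, 7 and 14 were shared with a minimum of 10 CPM, and 5, 7 and 5 with 200 CPM, as another minimum admits other genes. With members of at least 50 CPM, lists outside the central 95% of random lists went from 15 to 9 at day 2 and from 13 to 8 at day 7, with fewer genes measured. Within fibroblast-like cells at day 14, 9 and 10 of the 16 named genes were shared at resolutions 0.2 and 0.8, since the clusters called fibroblast-like differ. Within the hepatocyte-like cluster that holds GFP cells, 13 and 12 were shared at days 7 and 14. The Alb detection ratio at day 14 was 23.2 in place of 44.5 without thinning, where Alb was found in 62.9% of Prox1 cells outside the hepatocyte-like cluster. With hepatocyte-like cells left out, medians that lay outside the central 95% of random lists changed sign for fetal liver and progenitor at day 7 (−0.0672), fibroblast matrix at day 14 (0.0138) and mesenchymal transcription factors at day 14 (0.17), by the removal of those cells. Medians inside it changed sign there for neuronal (0.21), p53 and apoptosis (0.08) and PanglaoDB myocytes (0.06) at day 14, and others did under median-of-ratios scaling or another minimum of CPM. Of the remaining list medians, 261 moved by less than 0.25 and 41 by more, a margin set by hand; of the gene ratios, 332 stayed within their counting interval and 80 did not. Alternatives that need replicates (DESeq2 in place of edgeR, leaving out each replicate, the replicate as a block, camera with an estimated correlation, a stricter hashtag margin) and those of the pooled well were not run. No paired analysis was possible because cells were not assigned to cultures. Intervals cover counting error only, and with 1 well per group no result has a check between cultures.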

Other observations

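The pooled well of unreprogrammed and Myod1 cells showed no rise of the skeletal muscle list over the GFP day 2 library. Contractile genes were expressed in it. Cnn1 stood at 422 CPM and Des at 70.6 CPM, against 317 and 56.2 CPM in the GFP day 2 library and 165 and 46.5 CPM in the Prox1 day 2 library. The pooled well had 0 UMIs of Myod1 among 43071729, which allows up to 0.0857 CPM, and 1 UMI of Myog, a myogenic differentiation factor. The summed skeletal muscle list stood at 101 CPM, against 119 CPM in the GFP day 2 library and 97.4 CPM in the Prox1 day 2 library. A Myod1 cDNA without the annotated 3′ end would not be counted, so the transgene itself was not assessed.

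The GFP day 2 library lay close to the pooled well. Of 3273 genes with at least 50 CPM in either, 0.153% differed by 2-fold or more, with a median absolute log2 ratio of 0.14. The Prox1 day 2 library differed from the pooled well by 2-fold or more in 9.43% of genes and from the GFP day 2 library in 6.32%. GFP cells at day 7 differed from GFP cells at day 2 in 13%. Foxa3 had 2 UMIs in each of the pooled well and the GFP day 2 library, and 238 in the Prox1 day 2 library. Alb had 14 UMIs in the GFP day 2 library, from 2 cells, and Hnf1a 7, against 0 of each in the pooled well. These few counts do not settle whether the cells labelled GFP day 2 carried 4in1.

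Prox1 levels differed between clusters of the same library. In Prox1 cells at day 7 they were 78.2 CPM in the unnamed cluster that prevailed at day 14, 19.3 CPM in hepatocyte-like cells and 4.50 CPM in the main fibroblast-like cluster. At day 14 they were 16.8 CPM in that unnamed cluster, 39.4 CPM in hepatocyte-like cells and 4.04 CPM in the fibroblast-like cluster of day 7. The hepatocyte-like values were uneven: in the part of these cells that held the GFP cells at resolution 0.8, 613 and 1284 Prox1 cells at days 7 and 14 had Prox1 at 3.76 and 6.69 CPM. The GFP cells of that part stood at 1.67 and 2.56 CPM. A smooth muscle-like cluster of 1170 cells had 0.347 of the median UMIs of its libraries and held 10.9% of GFP and 2.72% of Prox1 cells at day 2.

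The number of cells kept here in the GFP and Prox1 wells was 32802, and 35885 with the pooled well. That is higher than the value quoted from the study above, whose filters also removed cells by hashtag and by regulon activity. The day 14 ratio of hepatocyte-like shares was 5.19, with all kept cells of a library as the denominator. The study's value counts another population of cells, so no direction is given between them.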
